A study of Sus scrofa with 2 samples. Its data were reported in "ESRRB Facilitates the Conversion of Trophoblast-Like Stem Cells From Induced Pluripotent Stem Cells by Directly Regulating CDX2" (2021).

How the data were processed

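Flag-tagged ESRRB was immunoprecipitated from formaldehyde-crosslinked ESRRB-piPSCs, which are pig induced pluripotent stem cells grown on mouse feeder cells, and sequenced beside input chromatin from the same cells. According to the study's methods, the authors mapped clean reads to the pig genome Sscrofa11.1, pooled biological replicates within each group, and annotated peaks with ChIPseeker, which the submitters' processing notes also name. The peak caller, its version and its settings are not given in the sources used here. Samples were grouped by the antibody and title given in their labels, as Flag ChIP (1 library) and input (1 library).

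The deposited peak list gives, for each peak, a fold enrichment over input, which is a linear ratio made by the authors' peak caller. A p-value and an FDR per peak were also deposited by the authors on a linear scale. Pileup, a signal height, was deposited by the authors without a statement of its scaling. Its values fell on whole steps of 0.84 in 99.8% of peaks (within 0.05 of a step), with a minimum of 4 steps, and the depth of the libraries is not known. Peak start, end and length were deposited by the authors as 1-based base positions and are of another kind than measurements. The shortest length, 264 bp, was shared by 4568 peaks (23.2%). The motif table deposited by the authors lists, for each motif, the peaks that hold it and a gene for each of them. Of 127 motif entries read, 113 were complete and 14, including both ESRRB entries and Sox2, were held only in part and not used here. Of the complete entries, 84 were known motifs. Long lists lose a character where they run over a line, and 19 peak names could not be read. The motif scan's tool is not given in the sources used here.

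Gene positions came from the RefSeq annotation of Sscrofa11.1, which matches the build of the peaks. It gave gene spans without strand or exons, and no genome sequence was used. This changed the planned tests. Distance to either gene end took the place of distance to a transcription start site, the deposited ERRA motif entry took the place of an ESRRB motif scan, and motif tests used the listed peaks, because 87.4% of peaks within 1 kb of a gene but 0.107% of other peaks are listed. Comparisons of motifs with flanking sequence were not analysed here. Of the gene and peak pairs checked, 99.8% lay within 1 kb of each other. Of 323 gene list members, 12 were not found in the annotation.

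Gene end and gene shares were tested against 1000 random placements that kept chromosome and length. Fold differences were tested with 100000 permutations. Motifs were compared between the 25% of listed peaks with the highest and the 25% with the lowest fold by two-sided Fisher exact tests. In other sets of peaks, the 25% were taken within that set. The Cochran-Mantel-Haenszel test within strata set by length quintiles was an alternative. Since 23.2% of all peaks share the shortest length, the lowest quintiles can fall together, which leaves fewer than 5 strata. A gene counted as bound when a peak midpoint lay within 20 kb of either end, and 8797 of 19533 protein-coding genes were bound. Each of 16 gene lists was compared with all other protein-coding genes by Fisher's exact test, with Benjamini-Hochberg adjustment over the lists. Where a table had an empty cell, the odds ratio was computed with a correction that was added after an infinite value was seen. The X chromosome and autosomes were compared by an exact binomial test. Intervals are 95% and cover counting error only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

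The list test was tested on simulated data. It called 97.1% of simulated lists of 25 genes with a true odds ratio of 6, and 3.13% of unchanged lists. Each simulated set held as many changed as unchanged lists, which eases the adjusted threshold, whereas 1 list passed in the data. Weaker effects, such as the odds ratio of 2.44 of the trophoblast list, were not simulated. A list that did not pass may therefore still differ from other genes. The plain motif test called 100% of simulated motifs that followed peak length only, and the stratified test called 1.67% of them, while both called 100% of motifs with a true odds ratio of 2. For this reason both values are given for motifs. The simulated lengths had no ties, unlike the deposited ones, so the rates of the stratified test may differ in these data.

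Gene lists, the rule for named genes, and the tests and alternatives were fixed before the data were examined, apart from the changes above, the test of the gene share, the count of genes in the motif table, and the alternatives and tests that the closing section gives as chosen later. The rule named 15 genes of the study bound or not, the 10 peaks of highest fold past an FDR of 0.05, up to 3 bound members with the highest peak fold per list, and the 5 genes with the most peaks. Other members of the mitochondrial list and unbound trophoblast genes were named after their values were seen, as was chromosome 13. Alternatives were other FDR and fold thresholds, gene windows of 5 kb and 100 kb, nearest-gene assignment, matched random lists, rankings by FDR or pileup, and length strata. Left out were 316 scaffold peaks in tests of position, and the study's expression data, not used here.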

Results

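The DNA bound by Flag-tagged ESRRB was collected by chromatin immunoprecipitation from ESRRB-overexpressing porcine-induced pluripotent stem cells (ESRRB-piPSCs) and compared with input chromatin of the same cells. ESRRB is an orphan nuclear receptor of the pluripotency network that also acts in trophoblast. The series holds 1 Flag library and 1 input library, with biological replicates pooled by the authors, so no value below has a replicate check. Fold enrichment over input, p-value, false discovery rate (FDR) and pileup of each peak are the authors' own values. Peaks and genes are not replicates, so each test describes this peak list only. The depth of the libraries is not known.

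A total of 19694 peaks were listed, of which 19378 lay on named chromosomes and 316 on 108 unplaced scaffolds. Fold enrichment ran from 2.01 to 57.2 with a median of 3.69. The strongest peak (fold 57.2, FDR 3.65e-178) lay inside CLEC16A, a gene of endosomal trafficking, on chromosome 3 from 31959448 to 31960359 of Sscrofa11.1. It was followed by a peak 760 bp from KLF16, a zinc finger transcription factor (fold 49.5, chromosome 2, 76691198 to 76691968), and by a peak 35764 bp from PTK2, which encodes focal adhesion kinase (fold 43.0, chromosome 4, 2620284 to 2621400). NRIP1, a nuclear receptor corepressor, held the fourth within its span (fold 37.8, chromosome 13, 179861489 to 179862230). The peak of fold 32.2 on chromosome 2 (7813249 to 7813984) had its midpoint inside CATSPERZ and 748 bp from ESRRA, the gene of the related receptor ERR alpha. The remaining peaks among the 10 strongest were nearest to TMEM38A (27.5), SLC38A8 (27.0), CS (26.2), PROSER3 (25.7) and PREX1 (25.4). For each of the 10 peaks, nearness was judged among the ends of protein-coding genes, with uncharacterised LOC genes left out. CS encodes citrate synthase.

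Most peaks were much weaker than these. An FDR of at most 0.05 was reached by 8217 peaks (41.7%), and the other 11477 (58.3%) lay above it. Peaks past this threshold had a median fold of 4.91 and a median length of 441 bp, against 3.32 and 298 bp for the others. The motif table deposited with the peaks named 5533 genes, and 2972 of them kept a peak when only peaks with an FDR of at most 0.05 were counted.

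To ask whether ESRRB lay at genes of the trophoblast, the peaks around the markers assayed in the study were listed. CDX2, the homeobox regulator of trophectoderm (chromosome 11, 5339727 to 5346081), had 5 peaks within 20 kb of its ends, all with an FDR of at most 0.05. Only 1.26% of protein-coding genes had as many. The first lay inside CDX2 (5342887 to 5343271, fold 4.17) and is listed in the authors' motif table without the ERRA motif. The other 4 lay beyond its higher-coordinate end, with folds of 4.42, 4.61, 2.96 and 4.45 at distances of 3277, 6185, 8787 and 9897 bp. The 2 most distant of these peaks carried the ERRA motif in that table, which does not list the other 2, so the motifs of those are not known. The table lists only 0.107% of peaks further than 1 kb from a gene. The 2 peaks with the ERRA motif may therefore lie at a gene other than CDX2, which was not checked. KRT8, an epithelial keratin (chromosome 5, 18172423 to 18180277), had 1 peak (18162082 to 18162469), 10148 bp away, with a fold of 4.52. Its partner keratin gene KRT18 (18217686 to 18221432) had 4 peaks, of which 2 had an FDR of at most 0.05, and the nearest was 2285 bp away with a fold of 3.41 and an FDR of 0.0612. TEAD4, a trophectoderm transcription factor, had 2 peaks past the threshold, with the nearest at 11034 bp (fold 4.11). Both also lay within 20 kb of an end of the neighbouring gene TSPAN9. The more distant of them (67114341 to 67114887) was nearer to TSPAN9 than to TEAD4. The single peak of GATA2 (fold 3.44, FDR 0.406) and the 3 peaks of GATA3 did not pass the threshold. The annotation used here gives no strand, so upstream and downstream were not told apart.

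**Figure D1:**
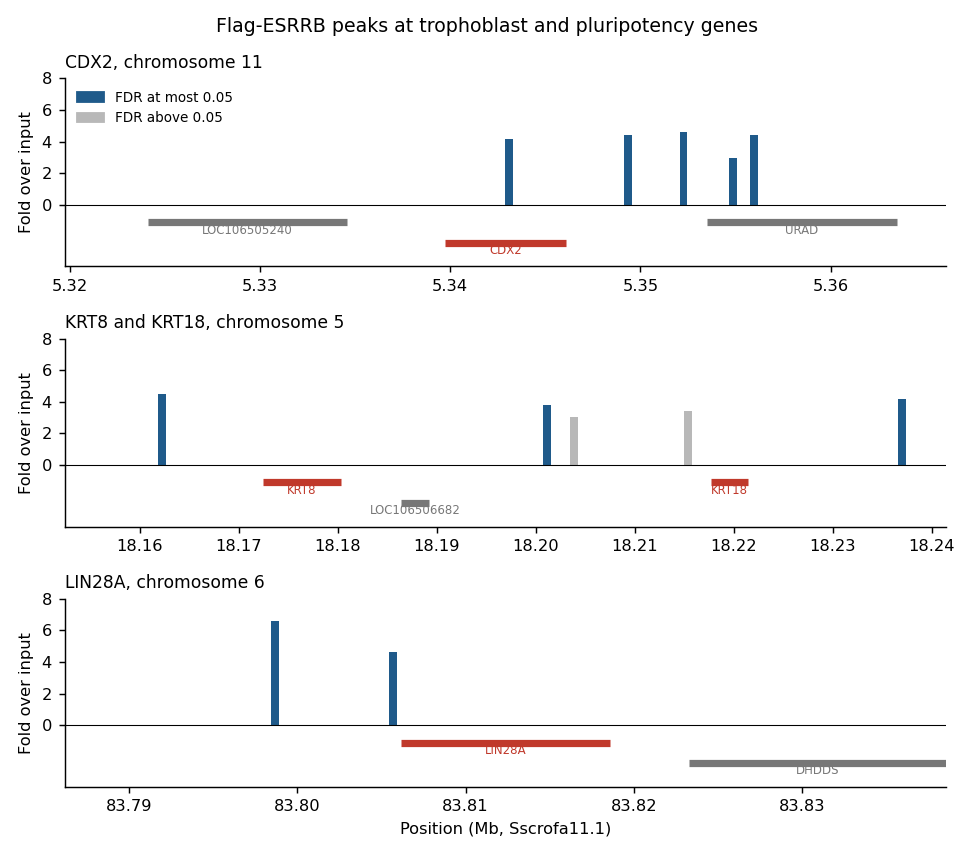
Flag-ESRRB peaks at CDX2 (chromosome 11), KRT8 and KRT18 (chromosome 5) and LIN28A (chromosome 6), with position in Mb on the horizontal axis and fold over input on the vertical axis. Bars mark peak midpoints, blue for an FDR of at most 0.05 and grey for others, and the strips below are annotated genes; CDX2 has 5 blue bars with folds from 2.96 to 4.61.

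Among pluripotency genes, some had strong peaks nearby and others had none. LIN28A, an RNA-binding protein gene (chromosome 6, 83806178 to 83818550), had peaks at 518 bp (fold 4.64) and 7507 bp (fold 6.61). MYCN, a proto-oncogene of stem cell growth, had 4 peaks with a highest fold of 18.8 (chromosome 3, 121526062 to 121527419). By contrast, no peak lay within 20 kb of SOX2, POU5F1 or KLF4. The nearest peaks were 27110 bp from SOX2 (fold 5.83), 31724 bp from POU5F1, which encodes OCT4 (fold 8.45), and 80685 bp from KLF4 (fold 3.73, FDR 0.199). ESRRB itself had none within 20 kb of its ends and 2 inside its long span. The peak nearer to an end had a fold of 3.33 and an FDR of 0.319, and the other (99601447 to 99601907) had a fold of 4.31, an FDR of 0.0280 and the ERRA motif. ZIC3 held 1 peak with an FDR of 0.174. The nearest peak to BMP4, a growth factor gene, was 107637 bp away. The cyclin genes CCND1 and CCND2, which drive entry into S phase, each held 1 peak inside the gene, with folds of 6.88 and 9.17.

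Of the 21 trophoblast genes found in the annotation, 14 (66.7%) had a peak within 20 kb of either end, against 45.0% of other protein-coding genes. Bound members included PPARG, a nuclear receptor of placental differentiation (highest fold 5.97), and TFAP2A, an AP-2 factor (4.63), as well as CDX2 (4.61). ELF5, HAND1 and TFAP2C had none. The odds ratio was 2.44 (95% interval 0.922 to 7.16, two-sided Fisher exact test, p = 0.0505, Benjamini-Hochberg adjusted p = 0.362 over 16 lists). When each peak was given to its nearest gene end at any distance, 15 of 21 were bound and the list passed (odds ratio 3.57, Fisher exact test, adjusted p = 0.0213). It did not pass against lists matched on gene spacing (permutation of list members, adjusted p = 0.215), and the direction turned when genes were taken as named by the authors' motif table (4 of 21, odds ratio 0.818). Of 612 genes with a peak inside and both curated and predicted transcripts, that table named 0 by symbol. GATA3 and PPARG are of this kind, so the turn does not show fewer bound trophoblast genes. Of 26 pluripotency genes, 12 (46.2%) were bound (odds ratio 1.05, Fisher exact test, adjusted p = 1). The direct comparison of both lists gave an odds ratio of 2.29 (0.614 to 9.17, two-sided Fisher exact test, p = 0.239), which fell to 0.946 with a window of 5 kb. Part of both lists was taken from markers that the study assayed in these cells, so these counts are not independent of its choice of genes.

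The genes of mitochondrial energy metabolism were the only list of the 16 to pass the adjusted test. The list was chosen by hand from textbook knowledge and includes ESRRA, the gene of the related receptor. The paper's introduction already describes ESRRB as a regulator of energy metabolism. The result therefore covers these chosen genes and not mitochondrial genes at large. A peak lay within 20 kb of 19 of 25 members (76.0%), with an odds ratio of 3.87 (1.49 to 11.8, Fisher exact test, p = 0.00212, adjusted p = 0.0340). The strongest were at ESRRA (32.2), at CS (26.2) and at OGDH (21.8), which encodes a subunit of the 2-oxoglutarate dehydrogenase complex. ACO2, the mitochondrial aconitase of the same cycle, had 8 peaks. SUCLA2 had 4, IDH3A 3, and SDHA and SDHB 2 each, all encoding subunits of citric acid cycle enzymes. ETFDH, which passes electrons from fatty acid oxidation to the respiratory chain, had 3. No peak lay within 20 kb of either end of CPT1A, CPT1B, IDH3B, NDUFA9, NDUFB5 or PPARGC1A, although PPARGC1A held 1 peak deeper inside the gene. In the same exact test, with peaks of an FDR of at most 0.05, the list kept 15 members (adjusted p = 0.00398), and within 5 kb it kept 16, against 21.0% of other genes (odds ratio 6.70, adjusted p = 6.48e-05). The call of the exact test was lost at 100 kb (odds ratio 5.63, adjusted p = 0.280) and without uncharacterised LOC genes in the background (odds ratio 3.34, adjusted p = 0.129), and against random lists matched on gene spacing (permutation of list members, adjusted p = 0.0608), where 19 bound genes stood against a mean of 11.3 and a central 95% of 6 to 16.

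**Figure D2:**
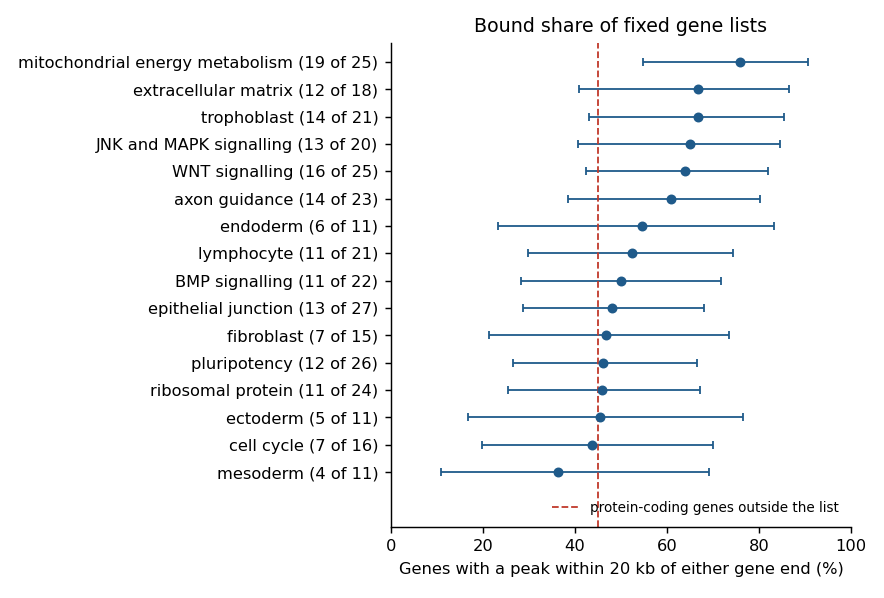
Percent of genes in each of 16 fixed lists with a peak within 20 kb of either gene end, with exact binomial 95% intervals and the number of bound genes beside each name. The dashed line marks the protein-coding genes outside a list (45.0%), and mitochondrial energy metabolism stands at 76.0%.

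Signalling and adhesion genes were bound at rates that did not pass the test. WNT signalling genes were bound in 16 of 25 cases (Fisher exact test, adjusted p = 0.362), including the receptor genes FZD7 (10.8) and LRP5 (8.88, with 6 peaks). JNK and MAPK signalling had 13 of 20 bound, with ATF2 (10.3) and FOS (8.30), both encoding AP-1 family proteins. For the extracellular matrix the count was 12 of 18, with the fibrillin gene FBN2 at 9.06. BMP signalling genes were bound in 11 of 22 cases, led by ID2 (8.17) and ID3 (7.89), inhibitors of helix-loop-helix factors. Axon guidance had 14 of 23 bound, with the ephrin receptor gene EPHA4 at 15.3, and epithelial junction had 13 of 27, with the claudin genes CLDN7 (8.54) and CLDN4 (7.59). Among the germ layers, endoderm had 6 of 11 bound, with GATA6 (9.06) and GATA4 (9.04), ectoderm 5 of 11, with NES (5.58), and mesoderm 4 of 11, with TBX6 (5.81). Cell cycle genes were bound in 7 of 16 cases and fibroblast genes in 7 of 15, with PDGFRB at 6.88. The lists taken for comparison stood at 11 of 24 for ribosomal protein genes and 11 of 21 for lymphocyte genes, among them CD4 (10.8). Every adjusted p other than that of the mitochondrial list was at least 0.362. Naming each peak's nearest gene at any distance instead put 8 lists past the threshold, all higher than other genes. The lowest adjusted p were those of axon guidance with 23 of 23 genes (odds ratio 67.3, Fisher exact test, adjusted p = 2.18e-08) and WNT signalling with 20 of 25 (odds ratio 5.72, adjusted p = 0.000951), and the others were trophoblast, ectoderm, BMP signalling, JNK and MAPK signalling, extracellular matrix and mitochondrial energy metabolism. This naming held neither gene length nor gene spacing constant, and a peak deep inside a long gene can count for it. Axon guidance genes had a median length of 203 kb, against 20.7 kb over all protein-coding genes.

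The genes with the most peaks within 20 kb of their ends were CXXC5, a zinc finger gene, with 12, TSPAN9 with 10, and MACROD1, NECAB2 and TSPAN11 with 9 each. TSPAN11 (66852803 to 66911610) and TSPAN9 (66913750 to 67106303) are neighbours on chromosome 5, so peaks near their facing ends can count for both. The 2 peaks of TEAD4 are also among those of TSPAN9. At CXXC5 the highest fold was 22.1 and 8 of the 12 peaks had an FDR of at most 0.05.

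Next, the position of the peaks relative to genes was examined. Of the peaks on named chromosomes, 1974 (10.2%) had their midpoint within 1 kb of a gene end, against 4.36% (range 3.93 to 4.80) in 1000 random placements on the same chromosomes. This was 2.33 times the placed share (permutation of positions, two-sided p = 0.002, the smallest that the placements can give). Inside genes lay 57.6% of peaks, close to the 56.8% of the placements (permutation of positions, p = 0.0260). With an FDR of at most 0.05 that difference was 57.8% against 57.1% and did not pass (permutation of positions, p = 0.164). Peaks at gene ends had a median fold of 3.84, against 3.69 elsewhere (difference 0.146, permutation test, two-sided p = 0.0015). Among peaks with an FDR of at most 0.05 the medians were both 4.91 (permutation test, p = 0.961).

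To see which sequences the peaks held, the authors' motif table was compared with peak strength. The table lists 10564 peaks (53.6%), nearly all of them at genes, and 84 known motifs in it could be read in full. The entries for the ESRRB motif were held only in part and were not used, so the motif of the related receptor ERRA was taken. It was present in 7277 of the listed peaks (68.9%, exact binomial 95% interval 68.0 to 69.8), and in 84.4% of those with an FDR of at most 0.05. Of the 25% of listed peaks with the highest fold 89.1% had it, against 54.4% of the 25% with the lowest fold. The odds ratio was 6.83 (5.91 to 7.91, Fisher exact test, p = 8.79e-185). With unlisted peaks counted as lacking the motif, it was 3.88 for peaks within 1 kb of a gene (78.0% against 47.8%) and 2.48 over all peaks (49.0% against 27.9%). Inside genes with predicted transcripts only, where all but 3 of 7998 peaks are listed, it was 6.87 (5.81 to 8.15). Longer peaks can hold a motif more often by length alone, and within peak length quintiles the odds ratio went from the 6.83 of the exact test to 3.49 (2.96 to 4.13, Cochran-Mantel-Haenszel test, p = 2.15e-52).

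All 84 motifs were more frequent among the 25% of listed peaks with the highest fold by the plain test. Within length quintiles 30 remained so, with none lower. After ERRA, these were led by motifs of other nuclear receptors, with stratified odds ratios of 2.91 for RARg, 2.17 for VDR and 2.16 for TR4. Whether the same sites gave these entries and that of ERRA was not tested. The CTCF motif, bound by the chromatin insulator protein, went from 2.66 in the exact test to 1.98 (adjusted p = 0.000353), the composite OCT4-SOX2-TCF-NANOG motif from 2.48 to 1.73 (adjusted p = 0.00277) and AP-2gamma from 2.58 to 1.5 (adjusted p = 9.63e-08). The motifs of TEAD4, Gata2 and Cdx2 did not pass within length quintiles. TEAD4 went from 1.78 in the exact test to 1.2 (adjusted p = 0.101), Gata2 from 1.82 to 1.16 (adjusted p = 0.263) and Cdx2 from 1.43 to 0.964 (adjusted p = 0.807). The Oct4 motif alone went from 1.64 in the exact test to 1.05 (adjusted p = 0.790) and Nanog from 1.86 to 1.08 (adjusted p = 0.450). Peak length can itself rise with binding strength, which the length quintiles do not separate.

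**Figure D3:**
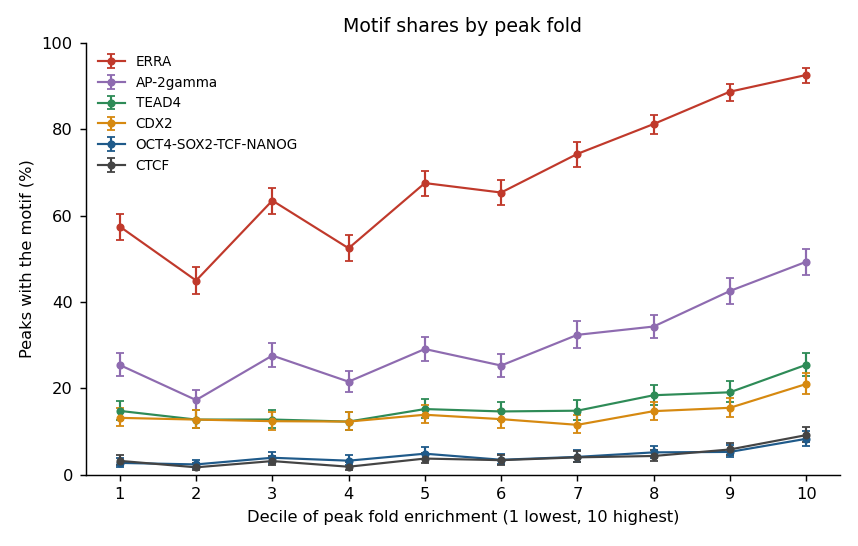
Percent of listed peaks that hold each of 6 motifs, by decile of fold enrichment from lowest to highest, with exact binomial 95% intervals. ERRA goes from 57.4% in the lowest decile to 92.5% in the highest, and CDX2 from 13.2% to 21.0%; peak length is not held constant, and the median length is 323 bp in the lowest decile and 608 bp in the highest.

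Finally, peaks were counted by chromosome. The X chromosome had 399 peaks, or 3.17 per Mb, against 8.37 per Mb over the autosomes, a ratio of 0.378 (0.342 to 0.418, exact binomial test, two-sided p = 2.06e-113). With an FDR of at most 0.05 the ratio was 0.308. Among the autosomes, chromosome 12 had the highest density (14.5 per Mb) and chromosome 8 the lowest (6.03 per Mb). Chromosome 13, with a similar number of protein-coding genes per Mb (6.04) to the X (6.05), had 6.59 peaks per Mb. The Y chromosome had 11 peaks. Chromosome length was taken to the last annotated gene or peak.

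**Figure D4:**
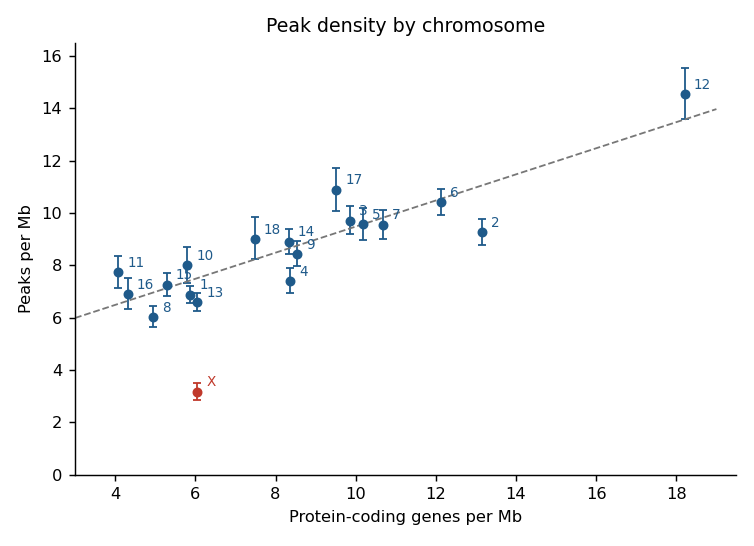
Peaks per Mb against protein-coding genes per Mb for 18 autosomes (blue) and the X chromosome (red), with exact Poisson 95% intervals and a line fitted to the autosomes (dashed). The X stands at 3.17 peaks per Mb, where the line gives 7.51.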

Values the study reported

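The study reported that peak calling gave 19,694 peaks. It assigned them to 5,533 genes of the NCBI annotation by proximity.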

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

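Chosen after the data were seen were the gene share test with its settings, the count of named genes, the motif tests on all peaks, on peaks near genes or inside genes with predicted transcripts only, the length strata for ERRA, the background without LOC genes, naming by the motif table, and the window that adds the gene span. The cause of each change below was not tested, unless stated. The share of peaks at gene ends kept its call in every setting run (8.25% to 15.7%), as did the X chromosome ratio and the ERRA comparison of high and low fold (odds ratios from 2.48 over all peaks to 7.01 by pileup). With 1 library per group and unknown depth, no setting tests variation between cultures. No paired analysis was possible because each group has 1 library.

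Of the results that answer a comparison, 34 settings kept the call, 11 moved the value, 3 reversed it and 1 weakened it. Of single lists and motifs, 452 kept it, 44 weakened, 10 became significant and 42 reversed.

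With peaks of an FDR of at most 0.05, the named genes fell to 2972, as fewer peaks were counted. The gene share was 57.8% (permutation of positions, p = 0.164), and the fold difference at gene ends was -0.0016 (permutation test, p = 0.961). The ERRA share was 84.4% there, 87.2% at an FDR of at most 0.01 and 84.7% at a fold of at least 4. List odds ratios that changed direction were 0.884 for pluripotency, 1.77 for cell cycle, 0.983 for ribosomal protein and 0.693 for lymphocyte, none past the adjusted threshold in either setting, which also holds for all list reversals that follow.

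Within length quintiles, 30 of 84 motifs passed. Odds ratios turned below 1, none past the threshold, for PHA-4 (0.908), Brn1 (0.998), HOXD13 (0.901), HNF6 (0.994), HOXB13 (0.976), Lhx3 (0.999), Pdx1 (0.930), caudal (0.922), Oct6 (0.962), Cdx2 (0.964), NF-E2 (0.863), LIN-39 (0.912) and Isl1 (0.982).

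Within 5 kb, trophoblast against pluripotency reversed to 0.946, endoderm to 0.835, cell cycle to 1.25, fibroblast to 0.578 and ribosomal protein to 0.989. Within 100 kb, 0 lists passed, and cell cycle (7.75), JNK and MAPK signalling (0.938) and fibroblast (0.645) reversed. By the nearest gene end, 8 lists passed and ribosomal protein reversed (0.587). Without LOC genes in the background, 0 passed, and pluripotency (0.903), ectoderm (0.878), epithelial junction (0.978), fibroblast (0.922) and ribosomal protein (0.891) reversed. With naming by the motif table, 3 passed, axon guidance (7.97) and WNT signalling (3.21) among them, and reversals were trophoblast (0.818), pluripotency (0.827), ectoderm (0.151), endoderm (0.151), BMP signalling (0.772), fibroblast (0.869), ribosomal protein (0.151), lymphocyte (0.174) and trophoblast against pluripotency (0.988). The table lists 0.107% of peaks further than 1 kb from a gene. It also lists none of the peaks inside GATA3, PPARG, SALL4, GATA4, GATA6, HNF1B, BMPR1B and SMAD4. These reversals therefore do not show fewer bound genes. With the gene span added, 2 passed, axon guidance with 23 of 23 genes (odds ratio 47.6) among them, and ectoderm (0.842), fibroblast (0.884) and ribosomal protein (0.855) reversed. Gene length was not held constant in that setting or in naming by the nearest gene end. Against spacing-matched lists, 0 passed, and ribosomal protein reversed (ratio to the random mean 0.987).

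Not run, since no strand or sequence was used, were the stranded promoter window, motif flanks, GC-matched windows, the strict ESRRB word, the 200 bp window, repeat masking, the other scanned motifs and chromosome length without N. The fold difference at gene ends was computed on named chromosomes only, so that alternative equals the main value.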

Other observations

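The tests of the X chromosome, of motifs inside genes with predicted transcripts only, of gene length in the axon guidance list and of genes with curated transcripts only or with both kinds of transcript were chosen after their results, or values close to them, had been seen.

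Peaks with the ERRA motif differed from other listed peaks in some of the motifs beside it. For other motifs the 95% interval of the odds ratio within length quintiles included 1. These were TEAD4 (0.977), Gata2 (0.915), Sox9 (1.04), Nanog (0.980), AP-1 (1.00) and Tcf3 (1.01). AP-2gamma, the motif of a trophoblast transcription factor family, was found in 35.1% of peaks with the ERRA motif and 20.4% of those without (odds ratio within length quintiles 1.55, 95% interval 1.39 to 1.71). The CTCF motif was found in 4.86% and 2.28% (1.68, 1.29 to 2.19). Cdx2 had an odds ratio of 0.770 and Oct4 of 0.757. A peak is listed only if it holds some motif, which would lower such values, but inside genes with predicted transcripts only, where all but 3 of 7998 peaks are listed, they were 0.779 (0.671 to 0.906) and 0.739 (0.615 to 0.888). Over all peaks within 1 kb of a gene, where unlisted peaks count as lacking every motif, they were 1.33 and 1.27.

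A hypothesis was that ESRRB is held at peaks lacking its own motif through OCT4 and SOX partners, which would make their composite motif more frequent there. The ERRA motif stood in for the ESRRB motif, so a peak counted as lacking it may still hold the latter. The odds ratio for the composite motif with ERRA present was 0.813 (0.656 to 1.01) over listed peaks and 0.768 (0.598 to 0.987) inside genes with predicted transcripts only, a set chosen after the first value was seen. Over all peaks within 1 kb of a gene it was 1.36 (1.10 to 1.67), but there unlisted peaks count as lacking both motifs. The hypothesis stays open.

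The ERRA motif was more frequent in peaks of high fold. Peak length as the whole cause is argued against by the odds ratio of 3.49 (2.96 to 4.13) within length quintiles. A rise common to all motifs is argued against by the plain odds ratio of 6.83, since the 95th percentile of the other motifs was 2.82 and their maximum 3.92. The same holds inside genes with predicted transcripts only (6.87, against 2.82 and 3.95). Within length quintiles over listed peaks, ERRA at 3.49 was also above the 95th percentile of the other motifs (1.99). Its lead over the next motif was smaller there, since RARg had 2.91 (2.00 to 4.23) and the intervals overlap. For peaks within 1 kb of a gene, where unlisted peaks count as lacking every motif, ERRA was 3.88. There it lay above the 95th percentile of the other motifs (2.75) but below RARg (4.01). Over all peaks ERRA fell to 2.48 and 17 other motifs lay above it, but nearly all peaks away from genes are unlisted and count there as lacking every motif, so that value decides nothing. Stronger binding where the ERRA motif, used in place of the ESRRB motif, is present may account for the rest, as a hypothesis found on these data. The design has no group without ESRRB, so no biological explanation was tested.

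The X chromosome had fewer peaks. Gene density is argued against as the cause, since 3.17 peaks per Mb lay below the 95% prediction interval of the autosomes (5.50 to 9.52). The loss of weak peaks at a lower X copy number or depth stays open. Among the 25% of peaks with the highest fold the X to autosome ratio was 0.317 (0.252 to 0.393), not higher than the 0.378 over all peaks, but the intervals overlap. The labels give no sex for the cell line and the input depth is not known, so no biological explanation was tested.

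Peaks lay close to each other. Another midpoint 2 to 10 kb away was found for 25.7% of peaks, against 17.9% to 20.2% when each peak was moved at random by up to 250 kb. This argues against regional density on that scale, and against broad sites split into pieces under 2 kb apart, as the whole cause. No biological explanation was tested.

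Of 4938 protein-coding genes with a peak inside, 570 (11.5%) had none of those peaks in the motif table. They include GATA3, GATA4, GATA6, PPARG, SALL4 and EPHA4, all regulators of development or growth. An annotation without curated transcripts was the first hypothesis, and 100% of the 570 genes did have a curated transcript, against 7.65% of the other genes. Yet of 292 genes with curated transcripts only, just 2.40% (0.969 to 4.88) were missing, which argues against it. Of 612 genes with both curated and predicted transcripts, 92.0% (89.6 to 94.0) were missing and 0 were named by their symbol, against 0 missing of 4034 with predicted transcripts only. A candidate explanation is that genes of this mixed kind were left out when peaks were assigned. If so, the count of 5533 named genes leaves out such genes. Listed and unlisted peaks at genes were alike in median fold (3.73 and 3.75) and length (355 and 363 bp).

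Axon guidance genes were named by the motif table in 16 of 23 cases. Their median length was 203 kb, against 20.7 kb over all protein-coding genes, and the central 95% of random lists matched on length had 8 to 17 named genes. Gene length may therefore account for the count of 16. In the same comparison mitochondrial energy metabolism had 12 of 25 named, against 1 to 8 in the central 95% of matched lists (permutation of list members, adjusted p = 0.0192).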
